A study of Mus musculus with 2 samples. Its data were reported in "Dynamics of chromatin accessibility during TGF-β-induced EMT of Ras-transformed mammary gland epithelial cells" (2017).

How the data were processed

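ChIP-seq was performed on EpRas cells cultured in 4% serum and treated with 1 ng/ml TGF-β3 for 1.5 h. A rabbit polyclonal antibody was used for Etv4 and a mouse monoclonal antibody for Etv5. Libraries were amplified by 15 cycles of PCR, size-selected and sequenced on an Ion Proton instrument. The authors called regions with the one-sample mode of CisGenome (sliding window of 300 bp, p threshold of 0.1), which takes no input or control library. Local differences in mappability, copy number or open chromatin are therefore not removed by the calling. For the accessibility libraries, to which the ChIP-seq methods refer, the study describes reads cut to 36 bp and mapped to mm10 with bowtie2. Regions were called per library.

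Each deposited file is a BED list with 6 columns. The positions are base pairs of mm10. The deposited BED score is 1000 for every region and holds no information. The name column holds a region number, from 1 to the number of regions, each once. Its criterion is not stated, so it was used only to order regions within a list. The files contain no read count, height or p-value per region. The depth behind the regions is unknown, and a longer list can reflect a deeper library. The shortest region measured 299 bp as end minus start, so the end positions may be inclusive and lengths are uncertain by 1 bp. Coordinates are printed counting from 1. In each list 1 region on the mitochondrial genome ends past its length of 16299 bp.

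Sequence came from GRCm38, the assembly that mm10 names, and gene annotation from GENCODE on the same assembly. All nuclear regions ended within their chromosomes. Samples were grouped by the antibody given in the labels. Regions overlapped when they had at least 1 bp in common. Random placement used 1000 circular shifts of the Etv5 list within each chromosome, or 200 for the other rules of overlap and for placement matched on TSS distance. The distance to a TSS was measured from the midpoint of the region to the nearest start of any annotated transcript. Positions beyond 2 kb were assigned to exon, intron or intergenic sequence, in that order. Random genomic positions numbered 199988.

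Patterns were searched on both strands in 500 bp around the midpoint. The background consisted of random windows of 500 bp free of unknown bases and outside all regions. For each region, the share of windows with the pattern was taken from its own class of GC content (bins of 2 percentage points) and TSS distance (within or beyond 2 kb). Classes with fewer than 100 windows used the nearest class that had at least 100. Mitochondrial regions were left out of folds, since they have no matched windows. The interval of a fold is the interval of the share divided by the background share. For each region, the share of its 36-base sequences that occur more than once in the assembly was counted, a length taken from the read length above. Regions where this exceeded 50% are called mostly multicopy, and 10000 random windows of 500 bp were counted in the same way. These were drawn from the background windows, in which positions near a TSS are overrepresented (780254 of 2500262 windows within 2 kb).

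The named loci were fixed before the data were examined: Cdh1, Fn1, the Hbb cluster, Mmp13, Cdh2, Esrp2, Gapdh, Etv4, Etv5, Dusp6, Spry2, Spry4 and Smad7, with every region in the gene or within 50 kb, and the 5 longest regions of each list because the score did not vary. Another locus on that list was not analysed here. Patterns, windows and alternatives were also fixed then. These alternatives were the longer 50% of each list, merging within 300 bp, overlap of 50% of both regions, midpoints within 250 bp, equal numbers of regions, placement matched on TSS distance, autosomes only, TSS distances of 1 and 5 kb, TSSs of protein-coding genes, a window of 200 bp, the whole region, a strict and a loose ETS pattern, flanking windows 2 kb away as background, and regions beyond 2 kb of a TSS. Alternatives added after seeing the data were the first 50% by region number, equal numbers by region number, and lists without mostly multicopy regions.

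No test between the antibodies was made, since each had 1 library. The functions for overlap, placement, pattern search and intervals were tested on simulated data, in which 700 of 700 planted shared regions among 2000 and 400 of 400 planted sites were found. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9. The other measurements of the study, such as chromatin accessibility and RNA levels, were not used here.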

Results

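The data comprised 2 ChIP-seq libraries from EpRas cells, a line of EpH4 mouse mammary gland epithelial cells transformed with oncogenic H-Ras. The cells had been treated with 1 ng/ml TGF-β3 for 1.5 h before fixation. TGF-β is a cytokine that induces the epithelial-mesenchymal transition in these cells. One library was made with an antibody to Etv4 and the other with an antibody to Etv5. Both proteins are transcription factors of the ETS family, whose members recognise DNA sequences with a GGAA core. ChIP-seq recovers the DNA fragments crosslinked to a protein with an antibody and sequences them. For each library, the authors deposited a list of regions in which reads were enriched. There was 1 library per antibody and thus no replicate, so differences between the lists could not be set against a spread between replicates. The intervals given here are exact (Clopper-Pearson) 95% binomial intervals of shares. They cover counting error only, and they treat regions as independent although neighbouring regions are not. The lists gave no read counts, so the sequencing depth behind the regions is unknown. Untreated cells and libraries without a specific antibody were not analysed here.

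The Etv4 list held 13636 regions and the Etv5 list held 8297 regions. Etv4 regions covered 8.96 Mb, or 0.329% of the mouse genome, and Etv5 regions covered 4.65 Mb, or 0.171%. The median region length was 589 bp for Etv4 (quartiles 432 and 772 bp) and 532 bp for Etv5 (quartiles 386 and 599 bp). Regions of 2 kb or longer numbered 122 in the Etv4 list and 19 in the Etv5 list. Merging regions of one list that lay within 300 bp of each other left 12988 Etv4 regions and 8070 Etv5 regions.

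The lists were first compared to determine how far their regions coincided. Of the Etv4 regions, 5150 (37.8%, interval 37.0 to 38.6%) overlapped an Etv5 region by at least 1 bp. Of the Etv5 regions, 5240 (63.2%, interval 62.1 to 64.2%) overlapped an Etv4 region. The remaining 8486 Etv4 regions and 3057 Etv5 regions are called Etv4-only and Etv5-only here, and the 5150 overlapping Etv4 regions are called shared. When the Etv5 list was shifted circularly along each chromosome 1000 times, a mean of 64.8 Etv5 regions overlapped an Etv4 region (range 38 to 232). The observed overlap was 80.9-fold higher. Random placement did not keep regions in open chromatin. The fold therefore does not separate joint binding from open chromatin or unspecific regions recovered in both libraries. The fold was lowest, at 31.8, when regions were placed at random in such a way that the number within 2 kb of a transcription start site (TSS) was kept. The share of Etv4 regions that overlapped an Etv5 region moved most, to 50.7%, when only the 8297 longest Etv4 regions were used.

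Each region carries a number that the file does not explain. Every whole number from 1 to the number of regions occurred once, and low numbers fell on long regions (Spearman correlation across regions -0.90 for Etv4 and -0.87 for Etv5; regions are not independent replicates). Overlap was more frequent among low numbers. Among the first 829 regions of the Etv5 list by number, 97.5% of regions (interval 96.2 to 98.4%) overlapped an Etv4 region, compared with 39.9% (interval 36.5 to 43.3%) among the last 830. In the Etv4 list, the shares were 77.7% (interval 75.4 to 79.9%) among the first 1363 and 13.2% (interval 11.4 to 15.1%) among the last 1364.

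**Figure D1:**
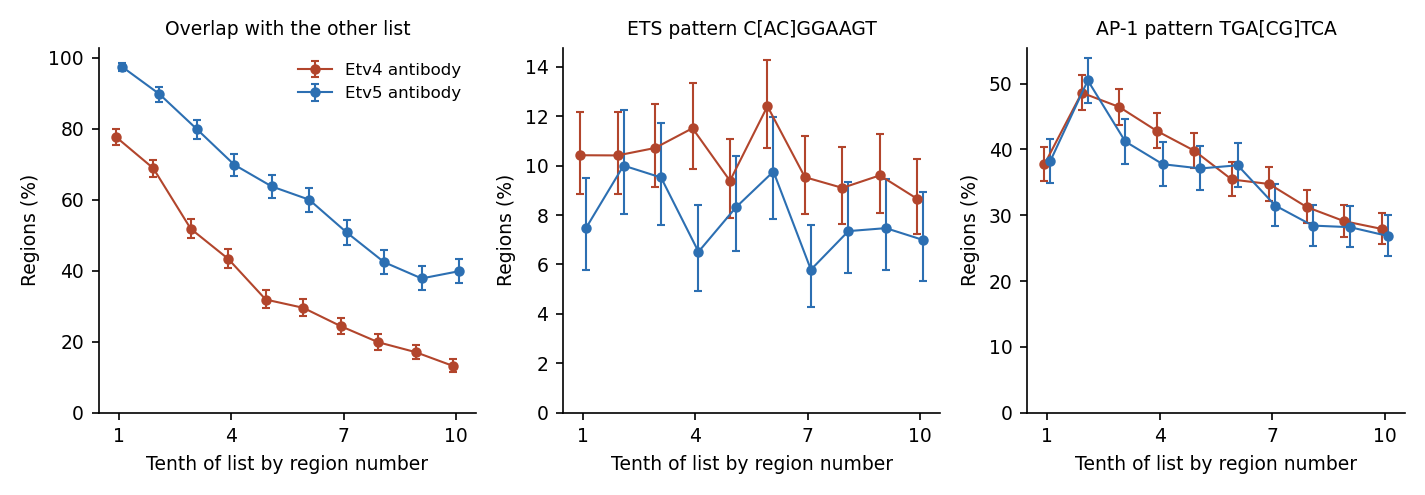
Percentage of regions (y axes) that overlap the other list, carry the ETS pattern or carry the AP-1 pattern, in 10 consecutive parts of each list ordered by region number (x axes); points are the Etv4 (red) and Etv5 (blue) lists and bars are exact 95% binomial intervals. Overlap falls from 97.5 to 39.9% in the Etv5 list and from 77.7 to 13.2% in the Etv4 list, while the ETS share lies between 8.65 and 12.4% in the Etv4 list.

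Regions were then assigned to genomic features by their midpoints. Midpoints within 2 kb of a TSS made up 36.5% of Etv4 regions (4975 regions, interval 35.7 to 37.3%) and 33.1% of Etv5 regions (2748 regions, interval 32.1 to 34.1%). Random genomic positions fell within this distance in 10.9% of cases. Beyond 2 kb of a TSS, introns held 29.7% of Etv4 and 30.8% of Etv5 regions, exons held 355 and 170 regions, and intergenic sequence held 31.2 and 34.0%. Shared regions were less often near a TSS (29.2%, interval 27.9 to 30.4%) than Etv4-only regions (40.9%, interval 39.9 to 42.0%) or Etv5-only regions (39.2%, interval 37.5 to 40.9%). The setting that moved these shares most was a distance of 5 kb, at which 49.0% of Etv4 and 45.1% of Etv5 regions were near a TSS. Etv4 regions lay within 2 kb of a TSS of 3928 protein-coding genes and Etv5 regions of 2328, of which 1423 were in common.

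The sequence under the regions was searched for the ETS pattern C[AC]GGAAGT on either strand, in 500 bp around the midpoint. The pattern occurred in 1387 Etv4 regions (10.2%, interval 9.67 to 10.7%) and in 657 Etv5 regions (7.92%, interval 7.35 to 8.52%). Random windows matched on GC content and on distance to a TSS carried it in 4.90 and 4.76% of cases. The enrichment was thus 2.08-fold for Etv4 (interval 1.97 to 2.18) and 1.67-fold for Etv5 (interval 1.55 to 1.79). The same pattern written backwards served as a control of equal base composition and was present in 3.59% of Etv4 and 3.81% of Etv5 regions. It was not enriched and lay below its matched share (0.81-fold, interval 0.739 to 0.881, and 0.87-fold, interval 0.774 to 0.964). Unlike CCGGAAGT, it holds no C followed by G, and the windows were not matched on this pair. It therefore cannot show whether sequence rich in this pair adds to the ETS folds. The setting that raised the ETS folds most was the strict pattern CCGGAAGT, at 3.15-fold for Etv4 and 2.25-fold for Etv5. The loose pattern [AC]GGAA[AG] lowered them to 1.07-fold and 1.04-fold, and it was present in 75.9% of the windows matched to Etv4 regions.

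By class, the ETS pattern was found in 10.9% of Etv4-only regions (921 of 8486, interval 10.2 to 11.5%), in 9.05% of shared regions (466 of 5150, interval 8.28 to 9.87%) and in 6.38% of Etv5-only regions (195 of 3057, interval 5.54 to 7.30%). The folds over matched windows were 2.19, 1.89 and 1.36. Intervals of the 3 shares did not overlap. At like TSS distance, those of shared and Etv4-only regions overlapped, for shares and for folds. The shares were 7.76% (interval 6.91 to 8.68%) and 8.64% (interval 7.87 to 9.45%) beyond 2 kb. Within 2 kb they were 12.2% (interval 10.6 to 13.9%) and 14.1% (interval 12.9 to 15.3%). The interval of the Etv5-only share lay below both at either distance. With the strict pattern within 2 kb, shared and Etv4-only shares of 6.25 and 8.78% had separate intervals. With the whole region searched, the order of shared and Etv4-only regions changed, with 12.1% of shared and 11.4% of Etv4-only regions carrying the pattern. Around the midpoints of Etv4-only regions, the central 200 bp held 0.294 ETS sites per kb, 2.73 times the density more than 300 bp away. The ratio was 2.04 in shared and 1.31 in Etv5-only regions. For the backwards pattern it was 0.881 in Etv4-only, 0.73 in shared and 1.24 in Etv5-only regions, so in Etv5-only regions the ETS pattern was hardly more central than its control. No interval was computed for these ratios. The control in Etv5-only regions rests on few sites, with 23 in each central bin of 100 bp.

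**Figure D2:**
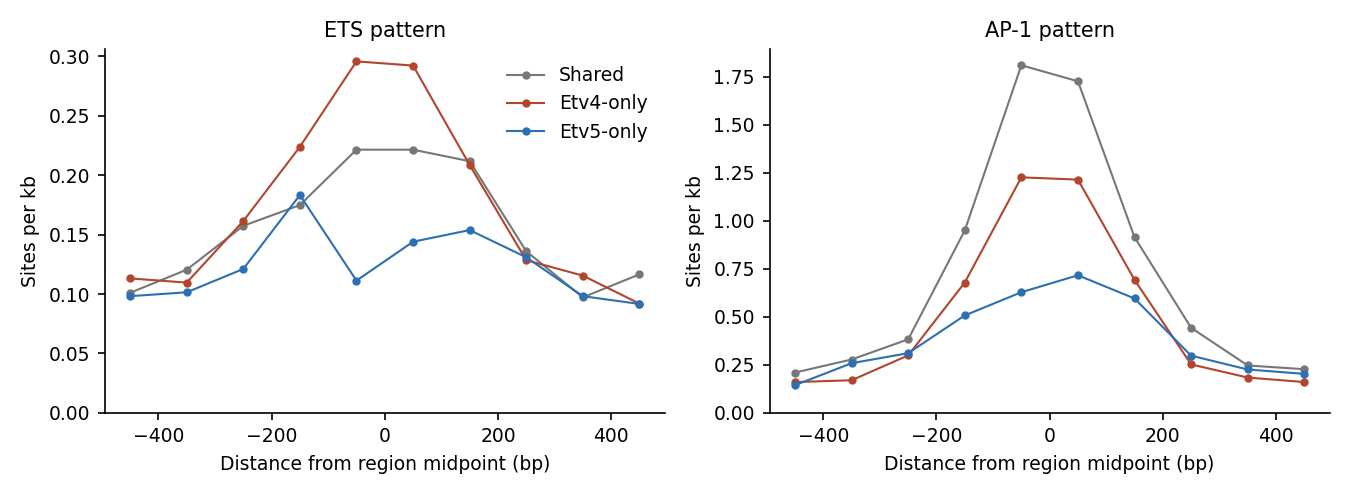
Sites per kb (y axes) of the ETS and AP-1 patterns in 100 bp bins around the midpoint of the region (x axes, bp) in shared (grey), Etv4-only (red) and Etv5-only (blue) regions; lines join the bins. In the central 200 bp the ETS pattern reaches 0.294 sites per kb in Etv4-only regions and the AP-1 pattern 1.77 sites per kb in shared regions.

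The patterns of other factors were searched in the same windows. AP-1 sites (TGA[CG]TCA) were present in 37.4% of Etv4 regions (interval 36.6 to 38.2%) and 35.7% of Etv5 regions (interval 34.7 to 36.8%). These shares were 5.18-fold and 4.87-fold above the matched windows, a larger enrichment than that of the ETS pattern. RUNX sites (TGTGGT[TC]) were enriched 1.54-fold and 1.46-fold. CTCF sites, a control, were at 1.16-fold in Etv4 regions (interval 1.01 to 1.32) and 1.08-fold in Etv5 regions (interval 0.900 to 1.29). By class, they were at 1.32-fold in Etv4-only regions (interval 1.12 to 1.53) and 0.870-fold in shared regions (interval 0.667 to 1.12). In Etv5-only regions they were at 1.35-fold (interval 1.02 to 1.76, 54 regions), so the ETS pattern, at 1.36-fold there, was no more enriched than this control. The strict ETS pattern was higher there, at 2.23-fold (interval 1.74 to 2.80), with an interval that just overlapped that of the control. A lack of ETS enrichment in Etv5-only regions is thus not established. AP-1 sites were most frequent in shared regions (44.2%, interval 42.9 to 45.6%), followed by Etv4-only regions (33.2%, interval 32.2 to 34.3%) and Etv5-only regions (23.2%, interval 21.7 to 24.7%). Beyond 2 kb of a TSS, the AP-1 pattern was enriched 6.03-fold in Etv4 regions and 5.50-fold in Etv5 regions. The strict ETS pattern was there enriched 1.89-fold and 1.58-fold. Within 2 kb of a TSS, the strict ETS pattern was enriched 3.57-fold in Etv4 regions (interval 3.25 to 3.93) and 2.52-fold in Etv5 regions (interval 2.13 to 2.95), compared with 3.25-fold and 3.31-fold for AP-1.

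**Figure D3:**
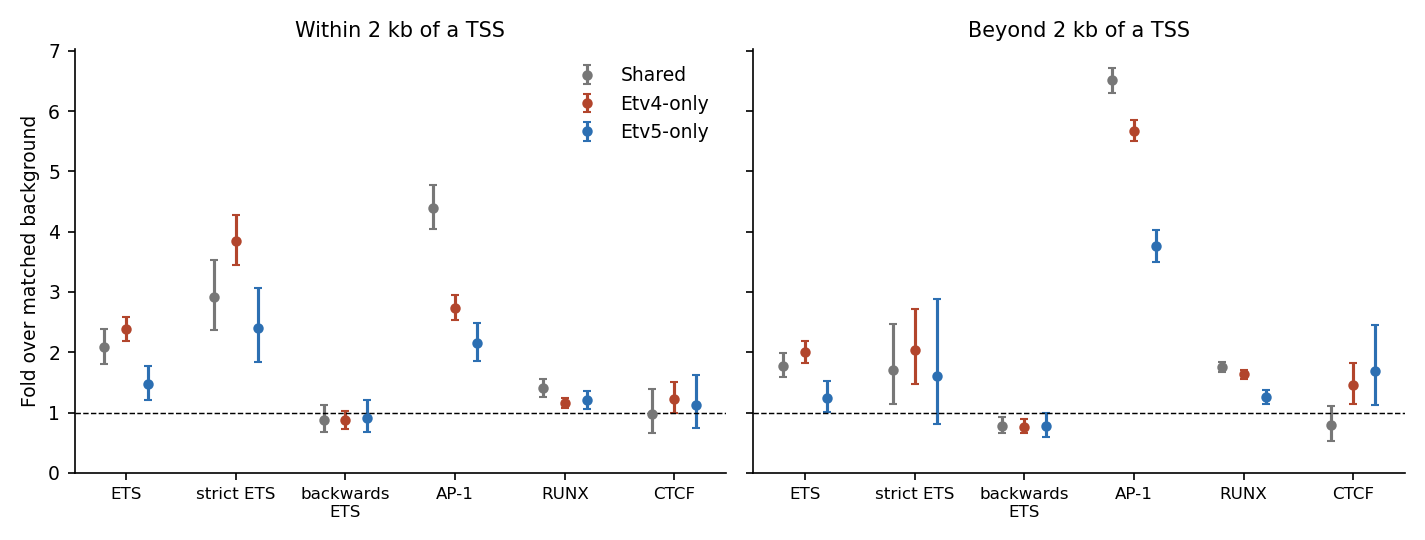
Fold of each pattern over windows matched on GC content and TSS distance (y axis; dashed line at 1), for regions within and beyond 2 kb of a TSS; points are shared (grey), Etv4-only (red) and Etv5-only (blue) regions, and bars are exact 95% binomial intervals of the share divided by the matched share. AP-1 in shared regions beyond 2 kb shows a fold of 6.51, and the points of the backwards ETS pattern lie below 1.

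Loci named before the data were examined were inspected in mm10 coordinates, with every region in the gene or within 50 kb of it. Mmp13, which encodes matrix metalloproteinase 13, lies on the plus strand of chromosome 9 from 7272514 to 7283331. No region of either list lay inside it. Upstream, 3 Etv4 regions and 2 Etv5 regions were listed, all intergenic. The Etv4 region from 7258268 to 7259110 and the Etv5 region from 7258452 to 7258799 overlapped, 13.8 and 13.9 kb upstream of the gene, and contained no ETS pattern. Closer to the gene, the Etv4 region from 7262357 to 7262723 (9.97 kb upstream) and the Etv5 region from 7263008 to 7263579 (9.22 kb upstream) did not overlap. The most distal Etv4 region, from 7240139 to 7240633, had the ETS site CAGGAAGT on the minus strand from 7240176 to 7240183.

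At Cdh1 (E-cadherin, chromosome 8, 106603351 to 106670246), each list had 3 regions. Inside the gene, intronic Etv4 regions lay at 106616002 to 106616306 and 106619325 to 106620178, and intronic Etv5 regions at 106611109 to 106611606 and 106640643 to 106641101. None of these overlapped the other list. The overlapping pair lay in an intron of the neighbouring gene Tango6, from 106718167 to 106718795 in the Etv4 list. At Fn1 (fibronectin, chromosome 1, minus strand, 71585520 to 71653200), there were 4 Etv4 regions, and one of them spanned the start of the gene (71652645 to 71653616). The Etv5 list had 0 regions within 50 kb of Fn1. No region of either list lay within 50 kb of the Hbb cluster on chromosome 7 (103812524 to 103853216), the beta-globin genes used as a negative control, or of Spry2. At Cdh2 (N-cadherin), each list had 1 intronic region, at different positions. Esrp2 had 2 Etv4 regions. The first, from 106136811 to 106137388 on chromosome 8, spanned the start of the gene and lay 35 bp from the start of 1810019D21Rik. Gapdh had 3 Etv4 regions. Neither Esrp2 nor Gapdh had an Etv5 region.

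Among the ERK pathway feedback genes, Dusp6 (chromosome 10, 99263231 to 99267489) had 4 regions in each list, all of which overlapped the other list. They included the start of the gene (99262464 to 99263777 for Etv4 and 99263108 to 99263492 for Etv5). In another pair, of which the Etv5 region lay 21.1 kb upstream, both regions contained the ETS site CAGGAAGT at 99242284 to 99242291. Spry4 had 1 Etv5 region, in an intron 0.468 kb from the start of the gene, and no Etv4 region. Around the genes encoding the factors themselves, Etv4 had 1 region of each list outside the gene, and Etv5 had 1 intronic Etv5 region.

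At the TGF-β target gene Smad7, there were more Etv4 than Etv5 regions. Smad7 (chromosome 18, plus strand, 75367529 to 75395935) had 18 Etv4 and 5 Etv5 regions, and all 5 of the latter overlapped an Etv4 region. Etv4 regions covered 22.1% of Smad7 and Etv5 regions 2.11%.

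**Figure D4:**
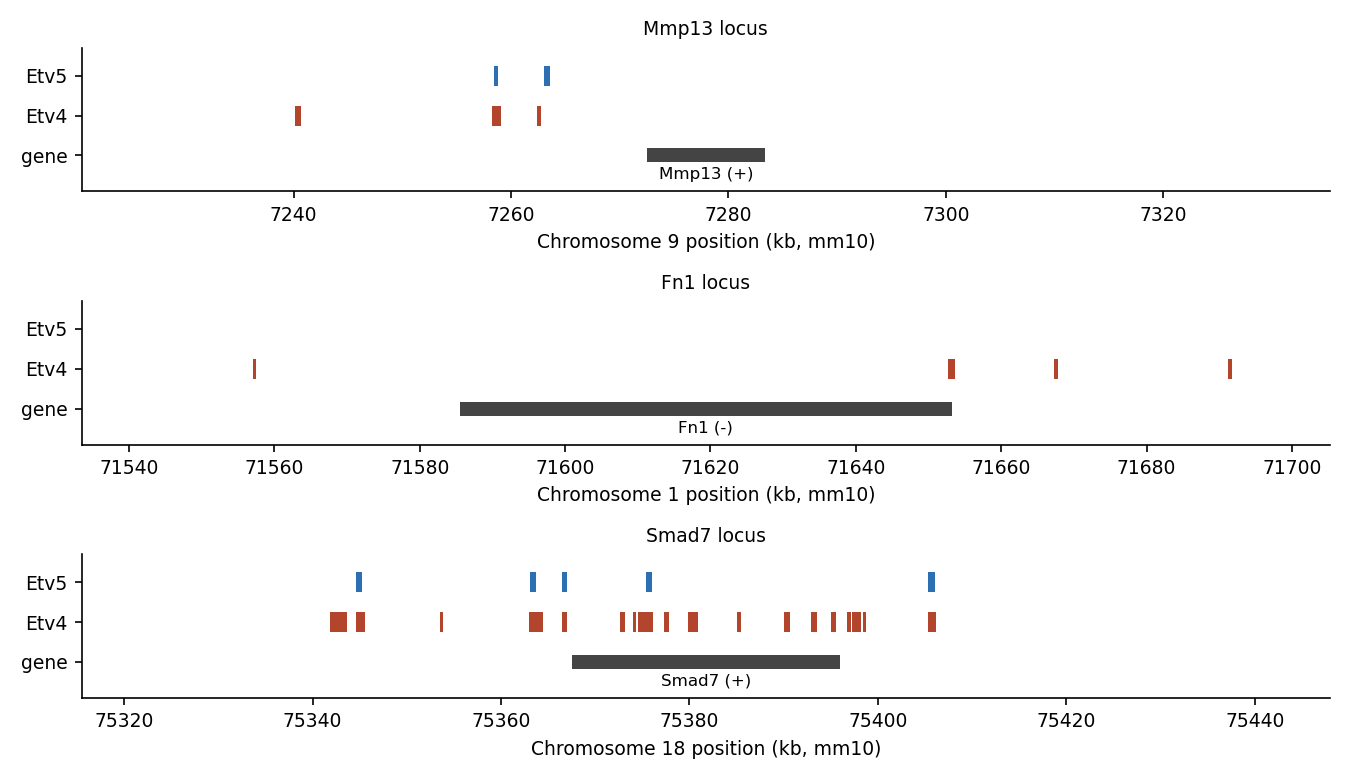
Maps of the Mmp13, Fn1 and Smad7 loci in mm10 (x axes, kb), with the gene in grey and the Etv4 (red) and Etv5 (blue) regions within 50 kb drawn to scale. Smad7 is covered over 22.1% of its length by Etv4 regions and 2.11% by Etv5 regions, and the Fn1 locus has 4 Etv4 regions and 0 Etv5 regions.

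The 5 longest regions of each list were described because the deposited score was 1000 for every region. The longest was near the start of chromosome 9, from 2999736 to 3038678 in the Etv4 list (38.9 kb). It had nearly the same borders in the Etv5 list (2999735 to 3038679), and 91.0% of its 36-base sequences occurred more than once in the genome. The following 3 of each list lay in Sfi1 on chromosome 11, for example from 3150586 to 3169254 for Etv4 (18.7 kb) and from 3149532 to 3166234 for Etv5 (16.7 kb). In these 2 regions, 62.4 and 61.9% of 36-base sequences occurred more than once. In the other Sfi1 regions, this share was 26.7 and 72.7% for Etv4 and 73.3 and 15.4% for Etv5. The fifth region of each list was in Def8 on chromosome 8 for Etv4 (123425523 to 123434815) and in the non-coding gene Gm26917 on chromosome 17 for Etv5 (39842708 to 39849117). Their shares were 33.0 and 15.7%, so not all of the longest regions were mostly multicopy in the assembly. Copies that the assembly leaves out are not counted, so a low share does not exclude a multicopy sequence. All 10 overlapped the other list.

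Regions were not evenly spread over the chromosomes. Per protein-coding gene, chromosome 15 had 1.87 times the nuclear mean of Etv4 regions and 1.99 times that of Etv5 regions, and chromosome 1 had 1.60 and 1.70 times the mean. Chromosome 14 was at 0.503 and 0.390 times the mean, and chromosome X at 0.277 and 0.332 times. With all regions counted, the densest stretch of 1 Mb in both lists was on chromosome 4 from 88000001 to 89000000, with 74 Etv4 and 71 Etv5 regions. Without regions made mostly of 36-base sequences that occur more than once in the genome, 58 Etv4 and 53 Etv5 regions were left there. The densest stretch of Etv4 regions was then on chromosome 19 from 5000001 to 6000000, with 70 Etv4 and 33 Etv5 regions and 54 protein-coding genes.

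**Figure D5:**
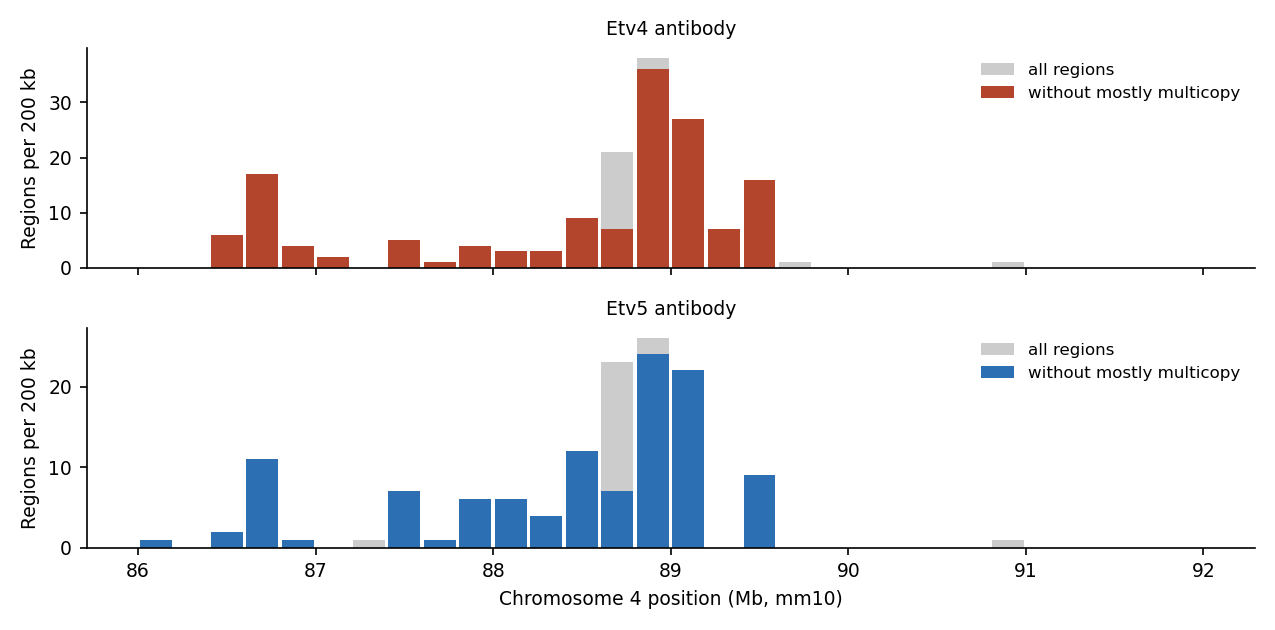
Number of Etv4 (top) and Etv5 (bottom) regions per 200 kb (y axes) along part of chromosome 4 in mm10 (x axis, Mb); grey bars are all regions and coloured bars leave out regions made mostly of 36-base sequences that occur more than once in the genome. Between 88400001 and 89600000 there are 118 Etv4 and 92 Etv5 regions, of which 102 and 74 are mostly unique.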

Values the study reported

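The study reported that Etv4 and Etv5 binding coincided at 5,151 regions. It further stated that Etv4 bound 9,284 (36.6%) and Etv5 bound 5,378 (21.2%) of the regions that were accessible in EpRas cells after 8 days of TGF-β.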

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

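The results were recomputed under the alternatives fixed beforehand, and under 3 that were chosen after seeing the data (the first 50% of each list by region number, equal numbers by region number, and lists without mostly multicopy regions). The ETS share, its fold and the share near a TSS were higher for Etv4 than for Etv5 under all settings run (10, 11 and 8 settings with the main one). Etv4-only regions exceeded shared regions in the ETS share under 10 of 11 settings, with the search of whole regions as the exception, and exceeded Etv5-only regions under all 11. Of the values under alternatives fixed beforehand, 25 stayed within the interval of the main value, or within 1.5 times it for counts of regions, and 56 moved. Of the added ones, 15 stayed and 13 moved. Unless the setting itself is named as the reason, the cause was not tested.

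The share of Etv4 regions overlapping an Etv5 region was 39.1% in the longer 50% of the lists, 39.3% in the first 50% by number, 36.8% without multicopy regions, 29.5% with reciprocal overlap, 33.1% with midpoints within 250 bp, 50.7% with equal numbers by length and 50.1% with equal numbers by region number. The share of Etv5 regions overlapping an Etv4 region was 65.1% and 65.6% in the longer and first 50%, 48.4% with reciprocal overlap, 54.3% with midpoints within 250 bp, and 52.2 and 51.6% with equal numbers. With unequal lists the shares differ by construction, since 5150 and 5240 regions overlapped out of 13636 and 8297. The fold over random placement was 112.4 and 122.9 in the longer and first 50%, 87.1 without multicopy regions, 86.1 on autosomes, 196.2 with reciprocal overlap, 168.9 with midpoints and 31.8 with placement matched on TSS distance.

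The share near a TSS was, for Etv4 and Etv5, 34.2 and 28.4% in the longer 50%, 33.8 and 29.9% in the first 50%, 37.7 and 35.2% without multicopy regions, 30.3 and 27.4% at 1 kb, 49.0 and 45.1% at 5 kb, and 30.3 and 27.2% with TSSs of protein-coding genes. The ETS share was 5.02 and 3.50% in 200 bp, 3.45 and 2.17% with the strict pattern, 81.5 and 79.1% with the loose pattern, and 8.27 and 6.70% beyond 2 kb of a TSS. It was 11.6% in whole Etv4 regions, and 8.60% in Etv5 regions without multicopy ones. The fold was 2.53 and 1.82 in 200 bp, 1.92 and 1.52 in whole regions, 3.15 and 2.25 with the strict pattern, 1.07 and 1.04 with the loose pattern, and 2.28 and 1.93 against flanking windows. It was 1.91 for Etv4 beyond 2 kb.

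In shared, Etv4-only and Etv5-only regions the ETS share was 4.19, 5.51 and 2.32% in 200 bp, 2.37, 4.11 and 2.32% with the strict pattern, 80.9, 81.8 and 76.4% with the loose pattern, and 7.76, 8.64 and 5.00% beyond 2 kb. In whole regions it was 12.1% in shared and 5.36% in Etv5-only regions. In Etv5-only regions it was 5.04% in the longer 50% and 7.35% in the first 50%. A shorter window, a stricter pattern, a stricter rule of overlap or a nearer distance lowers a share by construction. No paired analysis was possible because each antibody had a single library and no test was made. The unknown depth limits the comparison of list lengths and of the shares that depend on them.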

Other observations

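The tests in this part were chosen after the result had been seen, except the AP-1 fold against matched windows and the search for ETS cores next to AP-1 sites. The genes named below outside the list of loci were chosen after their values were seen. No input or unspecific-antibody library was analysed here.

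The first-numbered regions were nearly the same in both lists. All of the first 100 regions of each list overlapped the other list, and 57 of those in the Etv4 list had both borders within 10 bp of an Etv5 region, compared with 2.61% of the later Etv4 regions. They differed from the rest in sequence. The AP-1 pattern was present in 3% of them in each list (interval 0.623 to 8.52%), compared with 37.6% of the later Etv4 and 36.1% of the later Etv5 regions, which argues against binding to the kind of enhancer that makes up the rest of the list. The ETS pattern was present in 4% of the first 100 Etv4 regions (interval 1.10 to 9.93%), compared with 10.2% of the later ones, and in 7% of the first 100 Etv5 regions (interval 2.86 to 13.9%), compared with 7.93%. Direct binding to ETS sites thus remains open, since the sites are few and the intervals wide. The backwards pattern was present in 4% of the first 100 Etv4 regions (interval 1.10 to 9.93%). It was present in 5% of the first 100 Etv5 regions (interval 1.64 to 11.3%). A 36-base sequence that occurs more than once in the genome was present in 98% of the first 100 Etv4 regions, compared with 24.0% of the later ones and 45.3% of random windows. Their median share of such sequence was 22.4%, compared with a median of 0% in the later regions, whose median length was 588 bp compared with 791 bp. A longer region holds such a sequence more readily, so part of the difference may come from length. A candidate explanation is thus reads from sequence that the genome holds in many copies. However, only 19% of the first 100 Etv4 regions consisted mostly of such sequence in the assembly. The share was 5.84% in the later Etv4 regions and 13.7% in random windows, so on this measure the first regions were little above random windows. The random windows overrepresent positions near a TSS and leave out all regions, so they are not a baseline for the whole genome. Without the first 100 regions, 37.3% of Etv4 regions overlapped an Etv5 region and 10.2% carried the ETS pattern.

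Etv4 regions covered large parts of some short genes where Etv5 regions did not. Among 20327 protein-coding genes of 2 kb or longer, Etv4 regions covered at least 50% of the distal part (the stretch from the middle of the gene to its 3' end) of 34 genes, and Etv5 regions of 7. In 25 of the 34, this coverage was also reached without mostly multicopy regions and was below 50% in the Etv5 list. They included Ccn1 and Ccn2 (each 100% of the distal part and of the gene), Actb (90.3% of the distal part), Junb (68.0%) and Ptgs2 (59.7%). Of the whole gene, 95.1% was covered for Actb, 79.9% for Junb and 76.9% for Ptgs2. Etv4 regions overlapped 63 of 67 histone genes and Etv5 regions 25. Without mostly multicopy regions, these counts fell to 51 and 18. Reads shared between copies do not account for the covered distal parts, since 28 genes remained without mostly multicopy regions, compared with 3 for Etv5. The first 8297 Etv4 regions covered 30 such genes, but low numbers fall on long regions, so shortening the list in this way tends to keep the regions that can cover a gene. A deeper Etv4 library, with longer regions, therefore cannot be told apart from a difference between the antibodies, because the depth is unknown. Spliced cDNA would leave introns empty. In the 25 genes, 64.9% of exon bases and 46.2% of intron bases were covered. Of intron bases more than 300 bp from an exon, which only 16 of these genes have, 36.7% were covered. A partial contribution of cDNA therefore cannot be told apart from coverage of the gene as a whole in genes picked for being covered. Over all 34 genes, the set used first, the share of intron bases more than 300 bp from an exon was 73.3%. The comparison was then restricted to the 25 genes because the 34 include Sfi1, a long multicopy gene covered in both lists. The ETS pattern was found in 2 of 34 regions in the distal parts of the 25 genes (5.88%, interval 0.720 to 19.7%), too few to be told apart from the share in the whole list. The AP-1 pattern was found in 6 of the 34 (17.6%, interval 6.76 to 34.5%), below the 37.4% of all Etv4 regions. AP-1 sites are rarer near a TSS, and only 14 of the 34 lay beyond 2 kb of one. Of these, 2 had the pattern (14.3%, interval 1.78 to 42.8%), compared with 47.6% of all Etv4 regions beyond 2 kb.

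One possible explanation is unspecific recovery of highly transcribed chromatin with the Etv4 antibody. RNA levels were not used here, and ribosomal protein genes were taken as a family known to be highly transcribed. Of 72 such genes, 19 (26.4%, interval 16.7 to 38.1%) had the distal part overlapped by an Etv4 region, above all of 10000 random lists of genes of like length (mean 4.55%, highest 15.3%). The Etv5 list overlapped 2 of the 72 genes (2.78%), within the range of its random lists (up to 8.33%). Since RNA levels were not used, the random lists could not be matched on transcription. The excess therefore does not set coverage along the gene apart from regions at the start of short active genes that reach the distal part. Presence of Etv4 at the start of such genes or along them remains an open biological alternative. The explanations cannot be told apart here, because that would need an input or an unspecific antibody in the same cells. With the first 8297 Etv4 regions, 13 of the 72 genes were overlapped.

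AP-1 was more enriched than ETS. Base composition and promoter share are argued against, since in Etv4 regions the AP-1 pattern was still 5.18-fold above windows matched on both. An ETS pattern too lax to show the enrichment was also examined. Beyond 2 kb of a TSS, the strict ETS pattern was enriched 1.89-fold in Etv4 regions, far below AP-1 at 6.03-fold. Within 2 kb it was enriched 3.57-fold in Etv4 regions, similar to AP-1 at 3.25-fold, but this joins classes that differ. It was at 2.91-fold (interval 2.37 to 3.54) in shared regions, below AP-1 at 4.40-fold (interval 4.04 to 4.78), and at 3.84-fold in Etv4-only regions, above AP-1 at 2.73-fold. In Etv5-only regions it was at 2.39-fold (interval 1.84 to 3.06), compared with 2.16-fold (interval 1.86 to 2.49) for AP-1, so the gap remained in shared regions only. The laxness of the pattern alone thus does not account for the gap in shared regions near a TSS.

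ETS factors may bind next to AP-1 sites. In Etv4 regions, 786 of 6528 AP-1 sites had the core [AC]GGAA[AG] within 20 bp, 1.40-fold (interval 1.31 to 1.50) the share of AP-1 sites outside the regions. The backwards core was at 1.04-fold (interval 0.968 to 1.12). In Etv5 regions the values were 1.37-fold (interval 1.25 to 1.49) and 1.11-fold (interval 1.01 to 1.22), so there the backwards core was slightly enriched as well and less of the enrichment is specific to the ETS core. This is consistent with joint sites at a small part of the AP-1 sites, and leaves most AP-1 sites in the regions without a core nearby. Open chromatin recovered without specific binding was not tested, since no control library was used.

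A stretch of chromosome 4 from 88400001 to 89600000 was found by its density. It was bordered where 200 kb held less than 5 times the mean density of Etv4 regions. The stretch held 118 Etv4 and 92 Etv5 regions, or 98.3 and 76.7 per Mb. The 4 Mb flanking it held 47 and 40 regions, unevenly spread. The 200 kb from 86600001 to 86800000 alone held 17 Etv4 and 11 Etv5 regions, and most of the flank beyond 89600000 held no region. The stretch contains 38 protein-coding genes, 17 of them named as interferon genes, and Mtap, Cdkn2a and Cdkn2b. Reads shared between copies do not account for it, as 85 Etv4 regions per Mb remained without mostly multicopy ones. The AP-1 pattern was present in 33.3% of the mostly unique Etv4 regions of the stretch (interval 24.3 to 43.4%) and 27.0% of those of Etv5 (interval 17.4 to 38.6%), compared with 7.82 and 7.65% of matched windows and 39.5 and 39.4% of the mostly unique regions elsewhere. The ETS pattern was present in 4.90% (interval 1.61 to 11.1%) and 5.41% (interval 1.49 to 13.3%), compared with 3.80 and 3.75% of matched windows and 10.6 and 8.63% elsewhere. Extra copies of the stretch in EpRas cells could make both lists dense (61.7 mostly unique Etv5 regions per Mb), by lifting weaker binding regions over the threshold or by raising unspecific reads alone. These and a cluster of true enhancers cannot be told apart without an input library, since unspecific reads from open chromatin would carry AP-1 sites as well and the ETS sites are too few.

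The Etv5 list had no region within 50 kb of Fn1, while the study describes both factors there. The text of the study does not give the region it meant.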
